A study of Mus musculus with 60 samples.

How the data were processed

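Messenger RNA was sequenced from the prefrontal cortex, striatum and hippocampus of 20 mice, giving 60 libraries. Wild-type (WT) mice and mice with a knockout of Glo1 (KO) ate either a normal diet, with 1.4 mg of vitamin B6 (VB6) in each 100 g, or a VB6-lacking diet with 5 µg in each 100 g, between 8 and 12 weeks of age. These 4 combinations of genotype and diet held 5 mice each, and every mouse gave 1 library per region, so that there were 12 groups of 5 libraries. Libraries were made from 2 µg of total RNA after poly(A) selection and read as single 75-bp reads. Per the labels, each library also had an RNA integrity number (RIN), a batch number and the VB6 level of its mouse in ng/µl; the labels did not name the material in which VB6 was measured.

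The authors deposited raw counts per gene, as whole numbers in 1 column per library, and RPKM values (counts scaled by gene length and library total) for the same 21999 genes and 60 libraries. The deposited RPKM values were checked against the counts: for the 18514 genes with at least 1 count, each value equalled the count divided by a whole-number gene length, the same in all 60 libraries, and by the column total. The aligner, genome build and annotation were not stated. Each of the 60 value columns was matched to a sample by its name, and 0 columns were left unmatched. The table held 13 mitochondrially encoded protein genes with a total of 0 counts over all libraries, so that this gene set could not be tested.

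Groups, comparisons, tests, the rule for naming genes and all alternatives other than those named otherwise in this text were fixed before the data were examined. Each region was fitted on its 20 libraries with edgeR 4.0.16 in R 4.3.3, using TMM factors, filterByExpr (a minimum count of 10 and a minimum total of 15) and quasi-likelihood F-tests with a mean per group. There were 6 comparisons per region: KO against WT on each diet, the lacking against the normal diet in each genotype, KO mice on the lacking diet against WT mice on the normal diet, and the interaction of genotype and diet. P-values were two-sided and were adjusted over the genes of each comparison by the Benjamini-Hochberg (BH) method, with a threshold of 0.05. Differences between regions were tested in an edgeR fit of all 60 libraries, without and with the mouse as a block. Standard errors of log2 fold changes were derived from the F statistics.

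Named genes were Glo1 in each comparison of KO with WT and up to 3 further genes with the smallest p-values among those past the threshold whose counts scaled to the library total (CPM) did not overlap between the compared groups. For the nuclear subunit genes of oxidative phosphorylation (OXPHOS), log2 CPM with a prior count of 2 were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01. The plan was to adjust over 12 set tests, but only the 6 of this set could be computed; adjustment was over these 6, and the values adjusted as if all 12 had been run are given beside them. For a list of genes of methylglyoxal and VB6 metabolism, of which 38 were in the table, p-values were adjusted over the list alone and over all genes. VB6 levels were compared by exact permutation tests of the difference in means, two-sided, over the 252 splits of 5 against 5 mice; the smallest p-value these tests can give is 0.00794, and the 4 tests were adjusted by BH.

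Library totals were between 7640047 and 13928265 counts. On library totals without TMM factors, a gene with 3 counts lay between 0.215 and 0.393 CPM, depending on the library. This floor covers counting error only. Replicates of the same group were compared in 120 pairs, whose chi-square per gene was between 1.97 and 27.5, so that the spread between mice exceeded counting error and no pair of libraries of a group were copies.

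The steps were tested on simulated data. Among 13151 simulated genes, edgeR found 58 percent of the genes changed 1.5-fold, 96 percent of those changed 2-fold and 100 percent of those changed 4-fold, and 30 percent of those at the smallest fold tried; 6 of its 148 calls were false. It made 0 calls in a simulated comparison without changes. For a 2-fold difference between regions, 62.5 percent of changed genes were found without a block and 70 percent with it.

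The alternatives were the DESeq2 1.42.0 Wald test with its own size factors, limma with an intensity trend on log2(RPKM + 1), library size without TMM factors, no low-count filter, a filter at a mean of 1 CPM, RIN as a covariate, a fit of only the compared groups, an added minimum of 0.3 in absolute log2 fold change, the rotation test fry for the gene set, log2 values or medians for VB6, and leaving out each replicate in turn. Camera with an inter-gene correlation estimated from the data, the exact permutation test of the mean score of the set and the permutation test of its difference between regions were added after seeing the camera values. Leaving the mitochondrially encoded genes out of the TMM factors could not move any value, since their counts were 0, and was not run. The position of genes along the chromosome of Glo1, their overlaps, their 75-base stretches shared with other genes and their GC content came from RefSeq genes of GRCm38.p6 and GENCODE M21 transcripts, which may differ from the annotation the authors used. RPKM values were used only in the check above and in the limma alternative.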

Results

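RNA-seq counts were collected from 3 brain regions of 20 mice, 5 in each combination of genotype (WT or Glo1 KO) and diet (normal or VB6-lacking). In the prefrontal cortex the mean library total was 10183628 counts in WT mice on the normal diet (SD 825138), 9886281 in WT mice on the lacking diet (SD 1056607), 12063601 in KO mice on the normal diet (SD 2060594) and 11785690 in KO mice on the lacking diet (SD 1617027). In the striatum the corresponding means were 10406851 (SD 1785834), 12150654 (SD 369514), 10077839 (SD 2038440) and 10796963 (SD 1715735). In the hippocampus they were 9988620 (SD 665523), 10889521 (SD 973434), 9779087 (SD 530680) and 11656999 (SD 2078766). The 10 most abundant genes took between 4.13 and 5.29 percent of the counts of a library. RIN values were between 7.6 and 9.3, with group means between 8.14, in the striatum of WT mice on the lacking diet, and 8.9, in the hippocampus of KO mice on the lacking diet.

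Glo1 was examined first, as a check of the genotype labels. All 30 KO libraries held between 0 and 10 counts of Glo1, and all 30 WT libraries between 299 and 734. In the prefrontal cortex the mean was 40.01 CPM in WT mice on the normal diet (SD 4.18), 40.02 CPM in WT mice on the lacking diet (SD 4.45), 0.362 CPM in KO mice on the normal diet (SD 0.213) and 0.410 CPM in KO mice on the lacking diet (SD 0.278). In the striatum the corresponding means were 37.0 CPM (SD 4.29), 40.9 CPM (SD 5.88), 0.440 CPM (SD 0.182) and 0.499 CPM (SD 0.357). In the hippocampus they were 59.2 CPM (SD 5.75), 55.7 CPM (SD 13.1), 0.461 CPM (SD 0.372) and 0.286 CPM (SD 0.0818). On the normal diet the log2 fold change of KO against WT was -6.79 in the prefrontal cortex (SE 0.241, BH-adjusted p 4.82e-18), -6.43 in the striatum (SE 0.229, adjusted p 1.39e-15) and -7.02 in the hippocampus (SE 0.254, adjusted p 8.35e-16; edgeR, n = 5 per group). The alternative that moved these most was limma on log2(RPKM + 1), with values of -4.18, -4.05 and -4.67. Per the labels, all KO libraries were in batch 1 and all WT libraries in batch 2, so that no comparison of KO with WT can be made within a batch, and by design the batch and the genotype cannot be told apart.

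**Figure D1:**
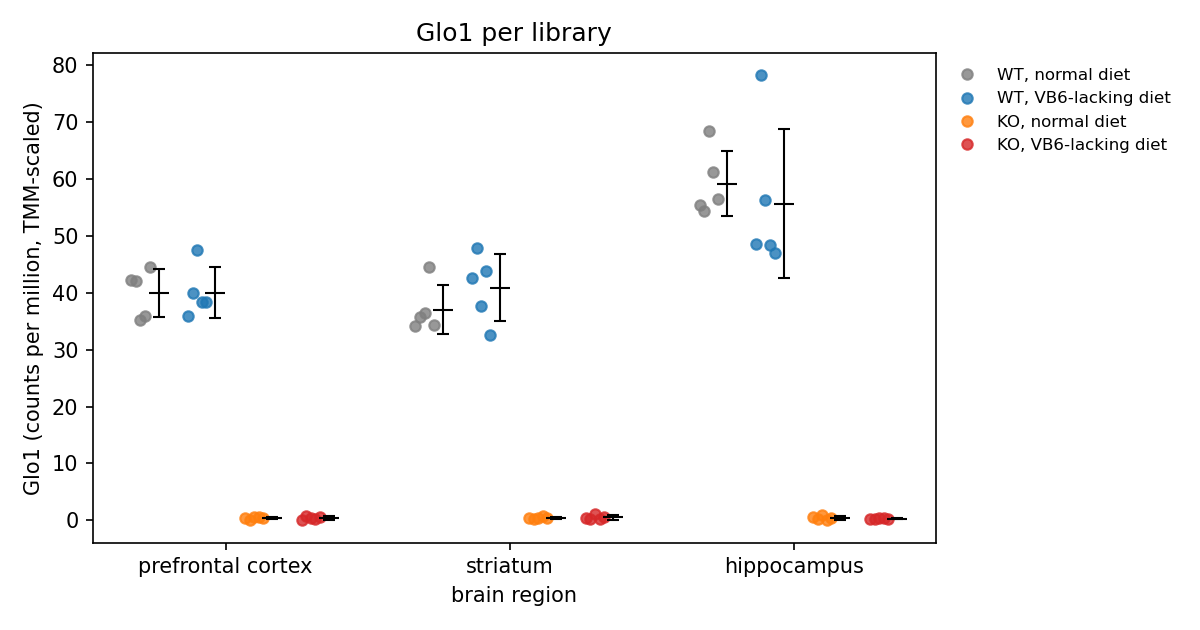
Glo1 in each of the 60 libraries, in TMM-scaled CPM, by brain region; points are libraries, bars are the mean and SD of the 5 libraries of a group. The WT libraries lie between 32.6 and 78.3 CPM and the KO libraries between 0 and 1.05 CPM.

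VB6 levels of the mice address whether the lacking diet lowered VB6. In WT mice the mean was 64.2 ng/µl on the normal diet (SD 7.91) and 3.88 ng/µl on the lacking diet (SD 0.656), a difference of -60.4 ng/µl (exact permutation test, p 0.00794, BH-adjusted p 0.0159). In KO mice the mean was 67.1 ng/µl (SD 7.45) and 3.72 ng/µl (SD 1.44), a difference of -63.4 ng/µl (exact p 0.00794, adjusted p 0.0159). These are the smallest p-values the design allows, and every mouse on the lacking diet lay below every mouse on the normal diet. KO and WT mice differed by 2.86 ng/µl on the normal diet (exact p 0.484) and by -0.154 ng/µl on the lacking diet (exact p 0.873), less than the spread between mice.

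The comparison of KO with WT asks which genes differ with Glo1. In the prefrontal cortex, of 13223 genes tested with edgeR, 16 passed the BH-adjusted threshold on the normal diet (3 higher and 13 lower in KO) and 31 on the lacking diet (6 higher and 25 lower). In the striatum, of 13311 genes, 8 passed on the normal diet (3 higher and 5 lower) and 17 on the lacking diet (5 higher and 12 lower). In the hippocampus, of 13393 genes, 4 passed on the normal diet (all lower) and 9 on the lacking diet (2 higher and 7 lower). Glo1 is among these genes in every case. At the first of these counts the alternatives gave between 12 and 21 genes, the lowest with limma on log2(RPKM + 1) and the highest without a low-count filter; for the lacking diet in the prefrontal cortex DESeq2 gave 88 genes, which included all 31.

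Named genes other than Glo1 all lie on the same chromosome as Glo1 in GRCm38.p6. Atp6v0c was lower in KO mice on the normal diet in the prefrontal cortex (log2 fold change -3.30, SE 0.380, BH-adjusted p 1.26e-05), the striatum (-2.24, SE 0.313, adjusted p 0.00160) and the hippocampus (-3.02, SE 0.303, adjusted p 2.98e-06), from WT means of 8.41, 6.27 and 7.92 CPM. Over the alternatives its smallest changes in size in these regions were -1.445, -1.033 and -1.34, and it passed the threshold in all of them. Of the 75-base stretches of Atp6v0c 9.24 percent also occurred in other transcripts, so that its level is uncertain. On the normal diet in the prefrontal cortex, Zfp40 (-0.82, SE 0.108, adjusted p 0.000126) and Ppil1 (-1.38, SE 0.185, adjusted p 0.000133) were also lower, and on the lacking diet Zfp758 (-0.98, SE 0.128, adjusted p 0.000108). In the striatum Slc22a3 was higher (0.97, SE 0.149, adjusted p 0.00368) and Gnptg lower (-0.63, SE 0.0973, adjusted p 0.00368) on the normal diet, and Decr2 (-0.80, SE 0.116, adjusted p 0.00182) and Ppil1 (-1.24, SE 0.183, adjusted p 0.00182) lower on the lacking diet. Ppil1 did not pass there with RIN as a covariate (adjusted p 0.116; over the alternatives from 1.15e-06 to 0.116). In the hippocampus Decr2 (-0.60, SE 0.103, adjusted p 0.0229) and Zfp40 (-0.70, SE 0.123, adjusted p 0.0229) were lower on the normal diet; in a fit of only the compared groups neither passed (adjusted p 0.121 for both; over the alternatives from 0.000178 to 0.121 for Decr2 and from 0.000247 to 0.121 for Zfp40). When one replicate was left out, Decr2 did not pass there in 5 of 10 fits and Zfp40 in 6 of 10. On the lacking diet Zfp983 was higher (1.35, SE 0.185, adjusted p 0.000631) and Tagap1 lower (-1.27, SE 0.194, adjusted p 0.00279) there. Gnptg shared 46.2 percent of its 75-base stretches with other genes and Tagap1 66.5 percent, and Gnptg, Slc22a3 and Pla2g7 overlap other genes, so that the values of these genes are uncertain.

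Mice lacking Glo1 on the VB6-lacking diet were compared with WT mice on the normal diet to ask what both changes do together. This gave 37 genes in the prefrontal cortex (7 higher and 30 lower), 11 in the striatum (4 higher and 7 lower) and 2 in the hippocampus, Glo1 and Atp6v0c, both lower (edgeR, BH-adjusted; the first 2 counts include Glo1). In the prefrontal cortex Pla2g7 was named (-0.59, SE 0.0799, adjusted p 0.000155). With RIN as a covariate the prefrontal count was 95 and included all 37 genes, and DESeq2 gave 142.

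Over all comparisons of KO with WT mice 54 genes passed in at least 1 region, 47 of them in the prefrontal cortex, 19 in the striatum and 11 in the hippocampus, and 7 in all 3 regions. Of the 54 genes 30 lie on the chromosome of Glo1, and all genes that passed in the striatum or hippocampus do; the remaining 24 passed only in the prefrontal cortex, and for 1 of these no chromosome was known. Without Glo1, 54.7 percent of the changed genes but 4.59 percent of the 13790 tested genes lie on that chromosome (Fisher's exact test, two-sided, p 2.31e-25). This test counts genes as independent, although they come from the same mice and overlapping comparisons. Its p-value does not measure the spread between mice. Direction was compared over the 6 comparisons of KO with WT by region and diet. It was the same in all of them for 26 of the 27 changed genes on that chromosome that were tested in all regions. Elsewhere it was the same for 5 of 24. On that chromosome 3 further genes were not tested in every region. Of these, Slc22a3 on the lacking diet had a log2 fold change of -0.39 in the prefrontal cortex, where it did not pass, and 0.89 in the striatum. Pkmyt1 was lower in both of these regions on that diet (-1.82 and -1.41) but passed in neither of them there. Abca17 was tested only in the prefrontal cortex.

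**Figure D2:**
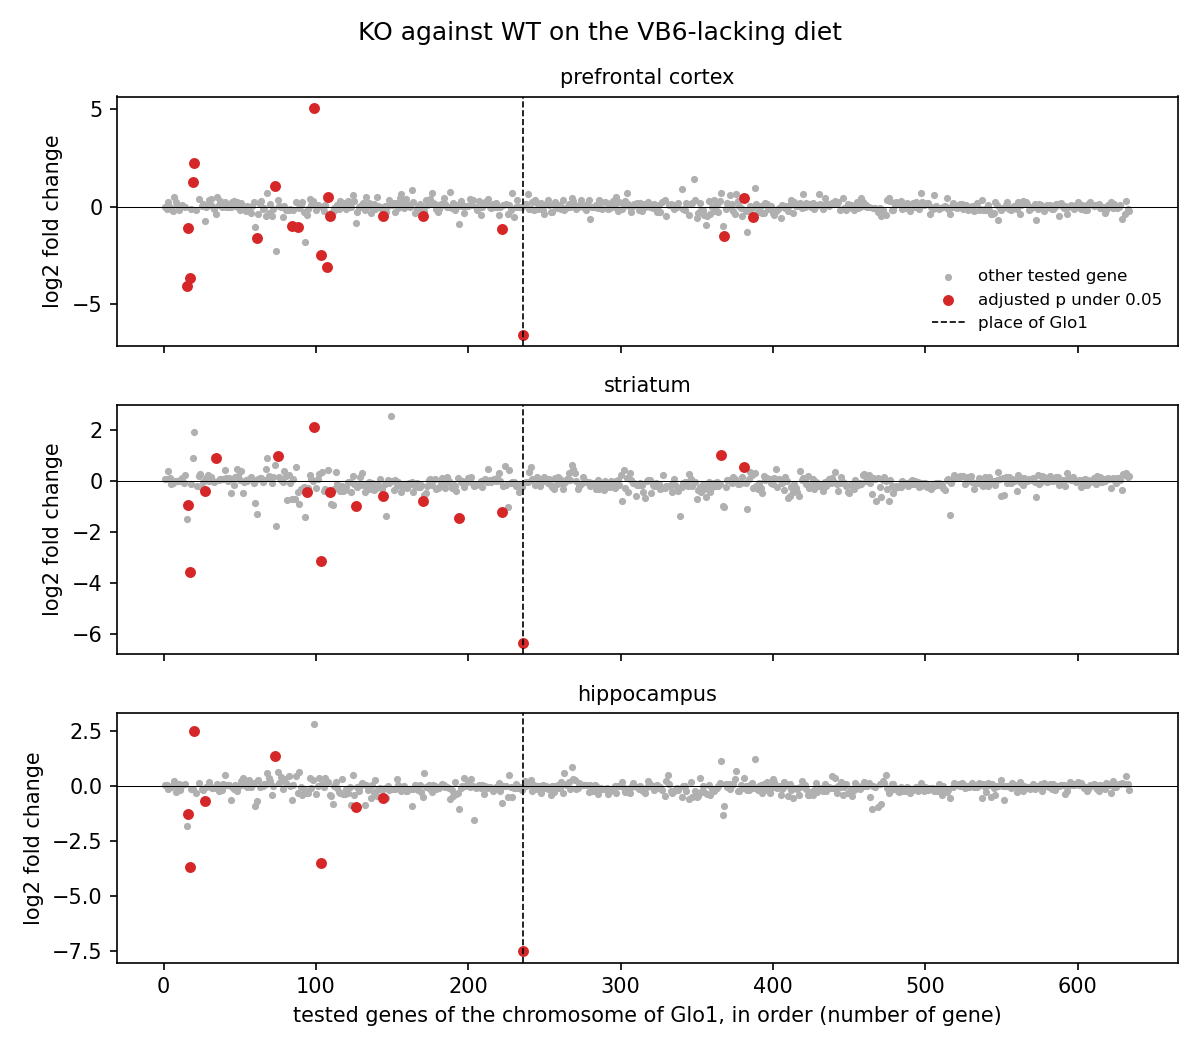
Log2 fold change of KO against WT on the VB6-lacking diet (vertical axis) for the 634 tested genes of the chromosome of Glo1 in their order along it (horizontal axis), by region; red points passed a BH-adjusted p of 0.05 and the dashed line marks Glo1, at place 236. Changed genes lie between places 15 and 387, and none lies among the last 247 genes.

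The diet comparisons ask whether a lack of VB6 changes expression within a genotype. None of the 3 regions had a gene past the threshold (edgeR, BH): counts were 0 in WT mice, with 300 genes at an unadjusted p under 0.05 in the prefrontal cortex, 387 in the striatum and 540 in the hippocampus, and 0 in KO mice, with 686, 224 and 878. Uniform p-values would put 661, 666 and 670 genes at an unadjusted p under 0.05. Other splits of the libraries, described further below, had medians of 512, 332 and 669 genes in WT mice. In KO mice the medians were 447, 573 and 320. The interaction of genotype and diet also gave 0 genes in each region. At an unadjusted p under 0.05 it had 419, 226 and 1265 genes, and the other splits had medians of 513, 466 and 446. All alternatives gave 0 in these comparisons; leaving out replicate 368 of the KO mice on the normal diet gave 1 gene for the diet in KO prefrontal cortex.

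Genes of methylglyoxal and VB6 metabolism ask whether these pathways respond to Glo1 loss or diet. Glo1 itself was left out of this list in advance. Of 38 listed genes in the table, 32 were tested in the prefrontal cortex and 34 in each of the striatum and hippocampus, and 0 passed in any of the 9 comparisons, adjusted over the list or over all genes (edgeR, BH). At an unadjusted p under 0.05 there were between 0 and 2 listed genes per comparison. The alternatives that were run gave 0; leaving out replicate 273 of the WT mice on the normal diet gave 1 gene for the diet in WT hippocampus.

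Nuclear OXPHOS subunit genes address mitochondrial function, with 77 genes tested in the prefrontal cortex and striatum and 76 in the hippocampus. In the prefrontal cortex their median log2 fold change was -0.078 for the lacking diet in KO mice (23 of 77 genes higher; camera, BH-adjusted p 0.000424) and -0.040 for KO on the lacking diet against WT on the normal diet (31 of 77 higher; adjusted p 0.0281). In the striatum these were -0.076 (16 of 77 higher; adjusted p 0.000355) and -0.067 (19 of 77 higher; adjusted p 0.000355). In the hippocampus they were 0.015 (40 of 76 higher; adjusted p 0.572) and 0.079 (60 of 76 higher; adjusted p 8.25e-06). Adjusted as if all 12 planned set tests had been run, the adjusted p-values were 0.000849 and 0.0562 in the prefrontal cortex, 0.000710 and 0.000710 in the striatum, and 1 and 1.65e-05 in the hippocampus, so that the second prefrontal value did not pass. These camera calls depended on the preset correlation of 0.01 between genes: with the correlation estimated from the data (0.124 in the prefrontal cortex, 0.194 in the striatum and 0.167 in the hippocampus) adjusted p-values were between 0.341 and 0.841, and with the rotation test fry between 0.318 and 0.901. The exact permutation test of the mean score of the set, with n = 5 per group, gave adjusted p-values between 0.238 and 0.937, and its smallest unadjusted exact p was 0.0397, in the striatum for KO on the lacking diet against WT on the normal diet. In that comparison the mean scores were 5.24 log2 CPM in WT mice (SD 0.0613) and 5.14 in KO mice (SD 0.0758), a difference of -0.11 that exceeded the SD of either group but did not pass after adjustment (adjusted exact p 0.238).

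**Figure D3:**
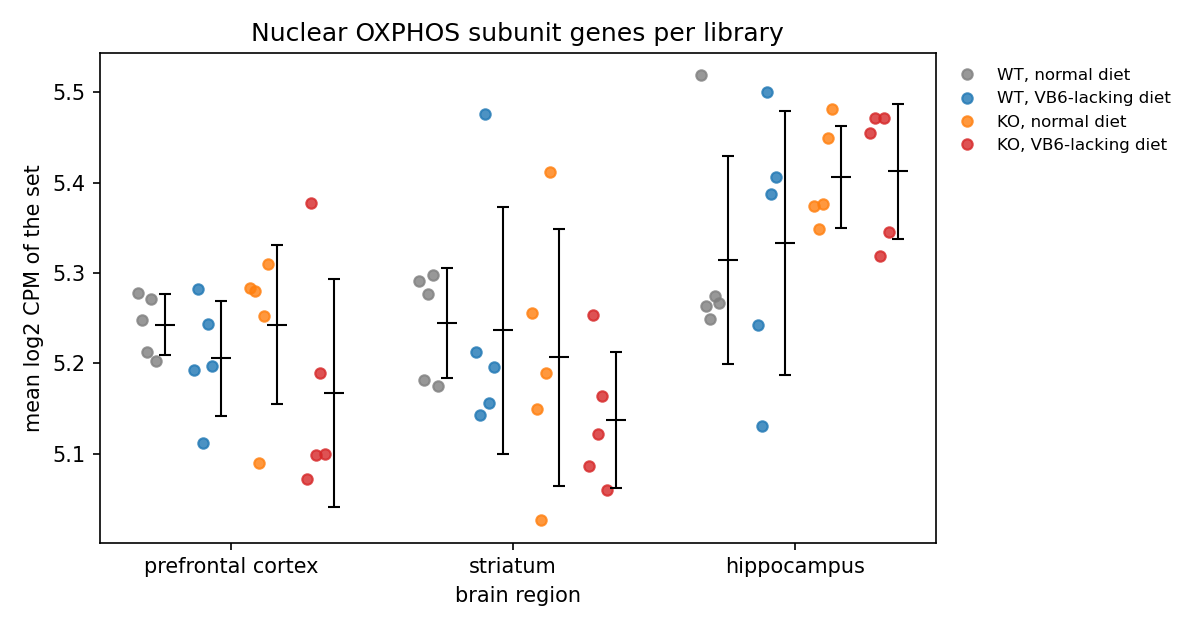
Mean log2 CPM of the nuclear OXPHOS subunit genes in each of the 60 libraries, by region; points are libraries, bars are the mean and SD of the 5 libraries of a group. The groups overlap in every region. In the hippocampus the overlap of WT mice on the normal diet with both KO groups rests on library 272, at 5.519. The other WT libraries of that group lie between 5.249 and 5.274, and the KO libraries between 5.319 and 5.482.

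Whether effects differ between regions was tested directly. For the diet in KO mice and for KO on the lacking diet against WT on the normal diet, 0 of 13930 genes differed between any pair of regions (edgeR, BH). Genes at an unadjusted p under 0.05 numbered 259 and 455 for prefrontal cortex against striatum and 862 and 1019 for prefrontal cortex against hippocampus. For striatum against hippocampus they numbered 291 and 544. Uniform p-values would give 696. Other splits of whole mice, described further below, had medians of 400 and 395, 371 and 477, and 473 and 463 in this order. With the mouse as a block the counts were again 0, with 273, 474, 919, 1089, 311 and 640 genes at an unadjusted p under 0.05 in the same order. The pairing was checked on residuals: the mean correlation between regions, across genes, was 0.0468 within the same mouse and -0.0111 between different mice of a group. The second value is largely fixed by the first, since residuals within a group sum to 0. It is therefore not a separate baseline. Genes are not independent replicates. The alternatives and left-out fits also gave 0. For the OXPHOS score, the largest difference between regions was -0.205, for striatum against hippocampus in KO on the lacking diet against WT on the normal diet (exact permutation test, p 0.0238, BH-adjusted p 0.0714), which did not pass; for prefrontal cortex against hippocampus it was -0.173 with the same p-values. This test was added after the set values were seen. In these 2 comparisons, genes past the threshold in the prefrontal cortex and not in other regions were therefore not shown to differ between regions; for KO against WT on either diet the difference between regions was not tested.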

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

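The depth and RIN tests in this part were chosen after the distant values were seen but before the depth and RIN of those libraries were looked at. In each group of 5 libraries or mice, the gap between the most distant value and its nearest neighbour was divided by the range of the group. Among 100 groups of values 8 had a share above the critical value for 5 samples; chance gives about 5, so that single cases carry little weight.

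For Glo1, KO library 268 of the prefrontal cortex on the normal diet had 0 CPM against 0.386 to 0.525 CPM in the others (share 0.735), and WT library 286 of the striatum on the normal diet had 44.5 CPM against 34.2 to 36.5 CPM (share 0.774). Without library 268 the log2 fold change of Glo1 was -6.43, and without library 286 it was -6.35. For Zfp758 in the prefrontal cortex, WT library 272 on the normal diet had 30.5 CPM against 25.3 to 26.7 CPM (share 0.724), and WT library 241 on the lacking diet had 31.6 CPM against 24.5 to 25.8 CPM (share 0.813). Without them its log2 fold changes were -0.95 and -0.90, past the threshold. For Zfp40 in the hippocampus, KO library 339 on the lacking diet had 48.9 CPM against 53.7 to 55.0 CPM (share 0.793).

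For the OXPHOS score, KO library 368 of the prefrontal cortex on the normal diet had 5.09 log2 CPM against 5.25 to 5.31 (share 0.738), WT library 241 of the striatum on the lacking diet had 5.48 against 5.14 to 5.21 (share 0.793), and WT library 272 of the hippocampus on the normal diet had 5.52 against 5.25 to 5.27 (share 0.907). Without library 368 the median change for the diet in KO prefrontal cortex was -0.096 in place of -0.078, and without library 272 the hippocampal median for KO on the lacking diet against WT on the normal diet was 0.117 in place of 0.079. Leaving out a high WT library acts to enlarge this rise. The smallest median among the left-out fits of this comparison was 0.048, without replicate 283 of the WT mice on the normal diet. The exact permutation test of the set score was not repeated without library 272.

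Library size and RNA quality were tested as technical explanations of these single libraries. Of the 8 libraries, 5 had the highest or lowest total counts of their group and 2 the highest or lowest RIN, where chance gives 2 in 5; with 8 libraries neither explanation can be told apart from chance. Mouse 241 gave such a library in both the prefrontal cortex and the striatum, and mouse 272 in both the prefrontal cortex and the hippocampus. The 8 libraries thus came from fewer than 8 mice, and a cause in the mouse was not tested. No biological explanation was tested, since each value concerns a single library of its group.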

How the results depend on the processing

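Camera with an estimated inter-gene correlation and the exact permutation of the mean set score were chosen only after the camera result was seen; the other tests in this part were not. Glo1 kept its direction and passed the threshold in all 42 alternative fits and all 60 fits that left out a replicate, and the region differences gave 0 genes in all 30 alternatives and 60 left-out fits. For the other named genes 172 alternative values kept direction and call and 3 no longer passed: Decr2 and Zfp40 in the hippocampus in a fit of only the compared groups, and Ppil1 in the striatum on the lacking diet with RIN as a covariate. Of their left-out fits 239 kept direction and call and 11 no longer passed, 5 of 10 for Decr2 and 6 of 10 for Zfp40 in the hippocampus on the normal diet. Where the first count of changed genes was above 0, 47 of 72 alternative values stayed within 1.5 times it and 25 did not; the other 69 had a first count of 0 and stayed at 0. The causes of the moves below were not tested.

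With DESeq2 the counts for KO against WT on the lacking diet were 88 in the prefrontal cortex, 30 in the striatum and 19 in the hippocampus; on the normal diet they were 15 in the striatum and 8 in the hippocampus; for KO on the lacking diet against WT on the normal diet they were 142, 24 and 15. Its split was 4 higher and 11 lower in the striatum and 2 higher and 6 lower in the hippocampus on the normal diet, 8 higher and 11 lower in the hippocampus on the lacking diet, and 6 higher and 18 lower in the striatum and 3 higher and 12 lower in the hippocampus for KO on the lacking diet against WT on the normal diet. With limma on log2(RPKM + 1) the counts were 17 for KO against WT on the lacking diet in the prefrontal cortex, 13 and 8 on the normal diet in the striatum and hippocampus, and 21, 17 and 8 for KO on the lacking diet against WT on the normal diet. With RIN as a covariate KO against WT on the lacking diet gave 47 genes in the prefrontal cortex and 3 in the striatum, and KO on the lacking diet against WT on the normal diet gave 95 in the prefrontal cortex and 4 in the hippocampus. In a fit of only the compared groups the normal-diet counts were 5 in the striatum and 2 in the hippocampus, and KO on the lacking diet against WT on the normal diet gave 111 in the prefrontal cortex and 7 in the striatum. Without a low-count filter that comparison gave 81 genes in the prefrontal cortex and 9 in the hippocampus, and without TMM factors 4 in the hippocampus.

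Across the fits that each left out one replicate, KO against WT on the normal diet gave from 8 to 21 genes in the prefrontal cortex and from 2 to 6 in the hippocampus; on the lacking diet from 15 to 217 in the prefrontal cortex and from 9 to 18 in the striatum; and KO on the lacking diet against WT on the normal diet from 20 to 61 in the prefrontal cortex, from 7 to 15 in the striatum and from 2 to 11 in the hippocampus. The 217 came without replicate 226 of the WT mice on the lacking diet. The diet in KO prefrontal cortex gave from 0 to 1, and the listed genes for the diet in WT hippocampus from 0 to 1.

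The OXPHOS values past the threshold with camera did not pass with fry, with an estimated correlation or with the exact permutation test. With fry and with the estimated correlation the medians stayed at -0.078 and -0.040 in the prefrontal cortex, -0.076 and -0.067 in the striatum and 0.079 in the hippocampus. The exact permutation test, whose value is the difference in mean score, gave -0.075 and -0.075, -0.069 and -0.11, and 0.098. With RIN as a covariate the median was -0.030 in the prefrontal cortex for KO on the lacking diet against WT on the normal diet (adjusted p 0.338; from 0.0206 to 0.437 over the alternatives) and -0.031 in the striatum for the diet in KO (adjusted p 0.285; from 0.000284 to 0.476), neither past the threshold. Over the alternatives the prefrontal value for KO on the lacking diet against WT on the normal diet ran from -0.075 to -0.019. Without TMM factors the diet in KO hippocampus reversed to -0.032. For the diet in KO, the left-out fits gave from -0.124 to -0.036 in the prefrontal cortex, and all 10 passed. For KO on the lacking diet against WT on the normal diet they gave from -0.082 to -0.030 there. Of these fits, 5 of 10 no longer passed. In the striatum they gave from -0.118 to -0.023 for the diet in KO, and 1 of 10 no longer passed. In the hippocampus they gave from -0.012 to 0.030 for the diet in KO, and the sign changed in 4 of 10.

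The difference in median VB6 was -56.2 ng/µl in WT mice (adjusted exact p 0.238; from 0.0159 to 0.238 over the alternatives) and -62.9 ng/µl in KO mice (adjusted exact p 0.190; from 0.0159 to 0.190). Neither could pass: with these values the smallest adjusted p the exact test of medians can give is 0.119 in WT and 0.0635 in KO mice, so this alternative says nothing against the test of means. The left-out fits for KO against WT gave from -0.631 to 0.214 ng/µl on the lacking diet and from 0.112 to 6.17 ng/µl on the normal diet. Depth limits genes near the floor of 3 counts, between 0.215 and 0.393 CPM. Leaving mitochondrially encoded genes out of the TMM factors was not run, since their counts were 0.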

Other observations

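The tests of batch, of the farthest changed gene, of RNA quality and of single libraries in this part were chosen only after the result was seen. Each comparison was set against other splits of the same libraries into groups of the same sizes, 100 splits per regional result and 40 splits of whole mice per difference between regions, the real split included. The result of a split was the number of genes past the threshold or, where this was 0 in the real split, the number at an unadjusted p under 0.05.

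For KO against WT on the normal diet, 1 of the 100 splits gave as many genes in the prefrontal cortex, 2 in the striatum and 2 in the hippocampus; on the lacking diet these were 3, 2 and 1, and for KO on the lacking diet against WT on the normal diet 1, 1 and 2. Matching splits were few, but some gave many more genes than the real split. On the normal diet the largest other split gave 245 genes in the striatum, against 8, and 119 in the hippocampus, against 4. On the lacking diet it gave 136 in the prefrontal cortex, against 31, and 139 in the striatum, against 17. In the remaining comparisons of KO with WT no other split exceeded the real one. In each region 1 split, the real one, gave as large a change of Glo1 on the normal diet. The diet in WT mice was matched or exceeded by 90, 44 and 61 splits in the prefrontal cortex, striatum and hippocampus, the diet in KO mice by 32, 92 and 11, and the interaction by 60, 78 and 15. For the methylglyoxal and VB6 genes, as small a p-value occurred in 68, 61 and 29 splits for KO against WT on the normal diet, in 88, 61 and 33 for the diet in WT and in 37, 86 and 43 for the diet in KO. For differences between regions, as many genes occurred in 31 of the 40 splits (prefrontal cortex against striatum), 6 (prefrontal cortex against hippocampus) and 28 (striatum against hippocampus) for the diet in KO, and in 17, 3 and 15 for KO on the lacking diet against WT on the normal diet. The diet comparisons all had a share of splits above 0.05. For prefrontal cortex against hippocampus in the second comparison the share lay near 0.05 and depended on the number of draws: 3 of 40, but 1 among the first 30, the real split. Both numbers of draws were run before 40 was kept, so this share settles nothing.

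As large a median change of the nuclear OXPHOS genes occurred in 24 of the 100 splits in the prefrontal cortex, 35 in the striatum and 75 in the hippocampus for the diet in KO, and in 51, 15 and 11 for KO on the lacking diet against WT on the normal diet. None of the 6 medians stood out from other splits of the libraries, although camera gave adjusted p-values under 0.05 for 5 of them. Gene length and GC content were tested as explanations, with 10000 random gene lists matched on mean expression and the property. Among lists matched on length, the set's median lay at the percentile 0.36 (prefrontal cortex), 0.040 (striatum) and 41.7 (hippocampus) for the diet in KO, and at 57.5, 4.63 and 100 for KO on the lacking diet against WT on the normal diet. Among lists matched on GC content the percentiles were 0, 0 and 97.1, and 0.55, 0 and 100. The median length was 1495 bp for the set and 4334 bp for all tested genes in the prefrontal cortex. Length may thus account for the prefrontal value of the second comparison, and was not excluded for the striatal one, where the lists had a median of -0.032 and the set -0.067. For the hippocampal diet value neither property was excluded, and for the other 3 values the set lay outside nearly all lists of both kinds. Other splits of the same mice gave shifts as large. A candidate explanation for all 6 is thus the spread of a correlated gene set between libraries. For KO on the lacking diet against WT on the normal diet a batch difference is not excluded either. In the hippocampus the median was 0.069 for KO against WT on the normal diet and 0.057 on the lacking diet. For the diet it was 0.0084 in WT and 0.015 in KO mice there. No biological explanation is put forward.

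Genes changed between KO and WT mice lie on the chromosome of Glo1 more often than tested genes do. A difference between the KO and WT library batches would spread changes over all chromosomes as the tested genes are spread; instead 54.7 percent of the changed genes other than Glo1 lie on that chromosome, against 4.59 percent of tested genes. In the prefrontal cortex this share depends on the processing where the KO mice ate the lacking diet. For KO against WT on the normal diet it was 93.3 percent in the first fit there and at least 75 percent in every fit. For KO on the lacking diet against WT on the normal diet it was 50 percent in the first fit, 20.6 percent with DESeq2, 23.4 percent with RIN as a covariate and 20 percent in a fit of only the compared groups, under 50 percent in 6 of 7 alternatives. For KO against WT on the lacking diet it fell to 13.4 percent without replicate 226 of the WT mice. In the striatum and hippocampus it was at least 75 percent in every fit. The test speaks only to the excess on that chromosome; a batch difference is not excluded for any single gene there or for the genes elsewhere. Reads shared between near-identical copies were tested next: 31.0 percent of the changed genes there, and 16.2 percent of its other tested genes, had at least 10 percent of their 75-base stretches in another gene (Fisher's exact test, p 0.0702), a difference that did not pass; for the 9 changed genes concerned shared reads are not excluded. A segment around Glo1 that differs between KO and WT mice was first tested by nearness: the median distance of changed genes from Glo1 was 143 tested genes, and 159 in 10000 random lists (permutation p 0.3), so that changed genes were not nearer to Glo1 than random genes. A longer segment was then tested by the farthest changed gene, 221 tested genes from Glo1, against a median of 384 in random lists (permutation p 1e-04, the smallest these lists can give). A candidate explanation is a long segment of that chromosome, short of its far end, that came with the knockout and differs in sequence from that of the WT mice; this was noticed and tested on the same data, and no genotype data were examined. Genes there may then differ in expression, or in how well their reads match the reference, for reasons other than the loss of Glo1, and these cannot be told apart here.

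In the prefrontal cortex 18 genes off that chromosome passed for KO on the lacking diet against WT on the normal diet, 15 of them lower. As many occurred in 1 of the 100 splits. For KO against WT on the lacking diet, where 10 such genes passed, 3 splits gave as many. The largest other split there gave 132. RNA quality and a single library were tested: with RIN as a covariate 72 such genes passed, and leaving out one library gave at least 4 and at most 40. RNA quality as tested did not lower the number. Single libraries did: without replicate 317 or 272 of the WT mice, or 325 of the KO mice, 14 of the 18 genes no longer passed, and 4 of the 18 remained in each case. The number of such genes thus depends strongly on the processing and on single libraries, though it did not reach 0. If the KO and WT library batches were the source, nearly all would be expected to change alike in the other regions; 10 of the 18 had the same direction in the striatum and hippocampus. Taken apart, all 18 had it in the striatum, as a batch difference would predict, and 10 in the hippocampus, so that the misses lay only there. This test does not separate batch from genotype, so these changes cannot be told apart from a batch difference, and whether they differ between regions was not shown.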
